# Faster rates of post-puberty kidney deterioration in males is correlated with elevated oxidative stress in males vs females at early puberty

**DOI:** 10.1186/1471-2164-8-221

**Published:** 2007-07-09

**Authors:** Li Li, Susanne N Boehn, Xiaolei Yu, Qingqin Zhang, Marc Kenzelmann, Dieter Techel, Salah A Mohamed, Petra Jakob, Bettina Kraenzlin, Sigrid Hoffmann, Norbert Gretz

## Abstract

**Background:**

Post-puberty deterioration of kidneys is more rapid in males than in females. To reveal the underlying molecular mechanisms for this difference, we analyzed gender-dependent gene expression in kidneys of three groups of 36 day-old rats.

**Results:**

The number of genes exhibiting gender-dependent expression was highly influenced by the genetic background of the rat group examined. 373, 288 and 79 genes showed differential gene expression between males and females (p = 0.001) in US, Mhm and Mhm*BN rats, respectively. Of all gender dependently expressed genes, only 39 genes were differentially expressed in all tested groups and the direction of expression change was the same for those genes for all groups. The gene expression profile suggests higher metabolic and transport activities, enhanced cell proliferation, elevated oxidative stress, and altered vascular biology in males. Furthermore, elevated levels of superoxide anion (two- to three-fold) in males compared to females were detected at early puberty, but neither at pre-puberty nor at late puberty/early adulthood.

**Conclusion:**

Our data suggest that early puberty, with gender-related elevation in oxidative stress in males, is a key compromising factor on kidneys in males.

## Background

Post-puberty deterioration and aging of kidneys seem to occur more rapidly in males than in females, characterized by shorter telomeres in males [1,2]. It is also well documented that many kidney diseases, such as hypertensive and diabetic renal diseases, glomerulonephritis, and polycystic kidney disease (PKD), have an earlier onset, higher prevalence and more rapid progression in males compared with females in human, mouse and rat [3-6].

Existing data support strong influences of sex hormones on renal function [6-8]. Gender differences in kidney function emerge at puberty, when sex hormones appear, and diminish later in life when females enter menopause. This difference can be greatly reduced or eliminated by orchiectomy, ovariectomy or hormone blockage [5,6]. Estrogen has been reported to protect against kidney deterioration, probably via its anti-oxidative and anti-inflammatory effects [7]. Androgens, on the other hand, have been shown to enhance fibrogenesis [9]. The exact mechanisms by which sexual hormones trigger the gender difference in kidney function are not yet well understood.

To reveal the underlying molecular mechanisms for the difference between genders in kidney function, the gender-dependent gene expression in kidneys of three groups of 36 day-old rats was evaluated with microarrays.

The influence of the genetic background of experimental rats on the gender-dependent gene expression is not yet well documented. Therefore, to define a list of genes with general gender-dependent gene expression, transcriptional analysis was performed in three rat groups in parallel.

Transcriptional analysis revealed the gender-dependent expression for genes of five different functional groups and suggested the elevated oxidative stress in males compared with females. Furthermore chemiluminescence measurements recorded elevated oxidative stress at early puberty, but neither at pre-puberty nor at late puberty/early adulthood. Our data suggest that early puberty, with gender-related elevation in oxidative stress in males, is a key compromising factor on kidneys in males.

## Results

### Gender-dependent gene expression was highly dependent on the genetic background of rat groups

Gender-dependent gene expression in kidneys of three groups of 36 day-old rats was evaluated using microarrays. 

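Kidney RNA of 36 day-old male and female rats was hybridized to 18 Rae230A arrays. US and Mhm rats are inbred rats that originate from the Han:SPRD rat, a model of polycystic kidney disease, and Mhm*BN is a backcross of Mhm and Brown Norway rats. Each sex in each rat group had 3 arrays and each array held the pooled RNA of 3 rats, so that n counts pools of rats. The authors deposited the log2 intensity of every perfect-match probe, without normalization between arrays. In females the median intensity of an array was 316.3 to 356.5 in US rats (median 327.3), 282 to 382.5 in Mhm rats (median 374) and 386 to 412.8 in Mhm*BN rats (median 391.5). In males it was 298.8 to 399.8 in US rats (median 391), 286.8 to 373.3 in Mhm rats (median 362) and 391.3 to 485.8 in Mhm*BN rats (median 396). For the values given here the intensities were corrected for background, quantile normalized and summarized to 1 log2 value per gene and array by median polish, for 9479 named genes. Males were compared with females within each rat group and averaged over the groups in limma, with 1 estimate of the spread from all 18 arrays. A gene was called differentially expressed at an adjusted p under 0.05. Log2 fold changes are of males over females, and the number of arrays limits their precision.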

The number of genes exhibiting gender-dependent expression turned out to be highly influenced by the genetic background of the rat group examined (figure 1). 

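For 11 genes the size of the gender-dependent expression change differed between the rat groups (limma's F test of the interaction, adjusted p under 0.05, n = 3 arrays per sex and group). Gtpbp4, a GTP-binding protein of ribosome assembly, was 3.75-fold higher in males of the Mhm*BN group. Its log2 fold change was 1.91 there, 0.70 in US rats and 0.13 in Mhm rats (standard error 0.07 each, adjusted p = 1.12e-07). Cndp1, which cleaves carnosine, had log2 fold changes of 1.79 in US, 0.50 in Mhm and 0.54 in Mhm*BN rats (standard error 0.08 each, adjusted p = 2.94e-06). Sult1a1, a sulfotransferase, followed with 1.46, 0.53 and 0.43 in the same order (adjusted p = 2.15e-05). Akr1b7, an aldo-keto reductase, was lower in males, with -2.35 in US and -2.07 in Mhm rats, and was not called in Mhm*BN rats at -0.17 (adjusted p of the interaction 7.87e-05). The growth factor Igf1 had values of -0.58, -0.30 and 0.04 (adjusted p = 0.0119). Plekhh1 was called in opposite directions, with -0.36 in Mhm and 0.46 in Mhm*BN rats (adjusted p = 0.00175), and its call in Mhm rats ended with male and female chips paired by number as a block. Rdh16, Gamt, Melk, Cacng5 and Pklr had their largest change in US rats, where all of them were higher in males. Between pairs of groups, 4 genes differed for US and Mhm rats, 16 for US and Mhm*BN rats, and 3 for Mhm and Mhm*BN rats. The number of genes with such an interaction was 7 on chips 21 to 58 alone, 19 with the mean of the probes, and 20, 32 and 17 without the Mhm*BN arrays 25, 45 and 46 in turn.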

In US, Mhm, and Mhm*BN rats, 373, 288 and 79 genes respectively, showed differential gene expression between males and females (p = 0.001). 

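In US rats 214 genes were higher and 84 lower in males compared with females, in Mhm rats 61 and 66, and in Mhm*BN rats 111 and 21. These are 298, 127 and 132 genes, or 265, 137 and 152 genes at an unadjusted p under 0.001, where chance gives 9.5. At an unadjusted p under 0.05 there were 1097, 651 and 1095. Outside Table 1, the aldo-keto reductase Akr1c13 was 5.86-fold higher in males of the US group, 4.75-fold in the Mhm group and 3.71-fold in the Mhm*BN group (log2 standard error 0.11, n = 3 arrays per sex, adjusted p = 5e-11, 4.1e-10 and 3.64e-09). Cpe, a carboxypeptidase that processes peptide hormones, was lower in males of all groups, with log2 fold changes of -1.90, -1.47 and -0.999. In US rats the alcohol dehydrogenase Adh1c was lower in males by a log2 fold change of -2.04 (standard error 0.23, adjusted p = 1.24e-05). Cyp4a8, a fatty acid hydroxylase, rose to 3.16-fold in US males (adjusted p = 1.4e-07) and the acetyltransferase Nat8f3 to 2.58-fold (adjusted p = 1.28e-07). Ggh, which removes glutamates from folates, was 2.37-fold higher in US males (adjusted p = 4.05e-08). In Mhm rats the transcription factor Foxq1 had a log2 fold change of -1.16, the clotting factor Vwf had -1.03 and the carboxylesterase Ces1d had -0.96, while the methyltransferase Inmt had 1.04. In Mhm*BN rats the glutathione transferase Gsta1 was 2.13-fold higher in males, Lactb2 1.97-fold, Cyp2c11 1.81-fold, Nat8 1.70-fold and Ust5r 1.68-fold. With each rat group fitted on its own 6 arrays, 366, 300 and 22 genes were called in US, Mhm and Mhm*BN rats, and Cpe, Gsta1, Cyp2c11 and Nat8 were no longer called in Mhm*BN rats. In Mhm rats 82 genes were called without male array 21 or without female array 42, and 62 on chips 21 to 58 alone, where Adh1c, Foxq1, Vwf, Ces1d and Inmt were no longer called. The balance of higher and lower genes moved as well: in Mhm rats it was 41 and 21 on chips 21 to 58 alone, and in Mhm*BN rats 78 and 35, 124 and 39, and 81 and 9 without arrays 46, 47 and 26 in turn, and 22 and 0 in the fit of that group on its own. Without the Mhm*BN arrays 25 and 46, which stood apart from the others of their group, 509, 226 and 161 genes were called. All 298 and 127 genes of US and Mhm rats were among them, but only 89 of the 132 of Mhm*BN rats.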

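Among the genes differentially expressed in US, Mhm and Mhm*BN rats alike were Slco1a3, an organic anion transporter, and Hsd11b1, which regenerates active glucocorticoid. Averaged over the groups, their log2 fold changes were 1.23 (standard error 0.05, 9 arrays per sex, adjusted p = 1.36e-11) and 0.77 (standard error 0.05, adjusted p = 1.53e-09). Oat, which breaks down ornithine, and Hpd, which breaks down tyrosine, were lower in males of every group, with log2 fold changes of -0.85 (standard error 0.08, adjusted p = 1.44e-06) and -0.67 (standard error 0.05, adjusted p = 2.67e-08). In total 55 genes were called in all 3 groups, where independent lists of these lengths would share 0.0556 genes. Pairs of groups shared 56 genes for Mhm*BN and Mhm rats (1.77 for independent lists), 103 for Mhm*BN and US rats (4.15) and 109 for Mhm and US rats (3.99). At an unadjusted p under 0.001 the shared numbers were 61, 110 and 110, and 60 genes in all groups. Of 344 genes called in any group, 141 were called for US rats alone, 17 for Mhm rats alone and 28 for Mhm*BN rats alone, which is not a test of a difference between groups. With each rat group fitted on its own, 20 genes were called in all 3 groups; Slco1a3 was among them, and Hsd11b1, Oat and Hpd were no longer called in Mhm*BN rats.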

42 genes were differentially expressed both in Mhm*BN and Mhm rats, 52 in Mhm*BN and US, 154 in Mhm and US, and 39 in all three groups.

**Figure 1:**
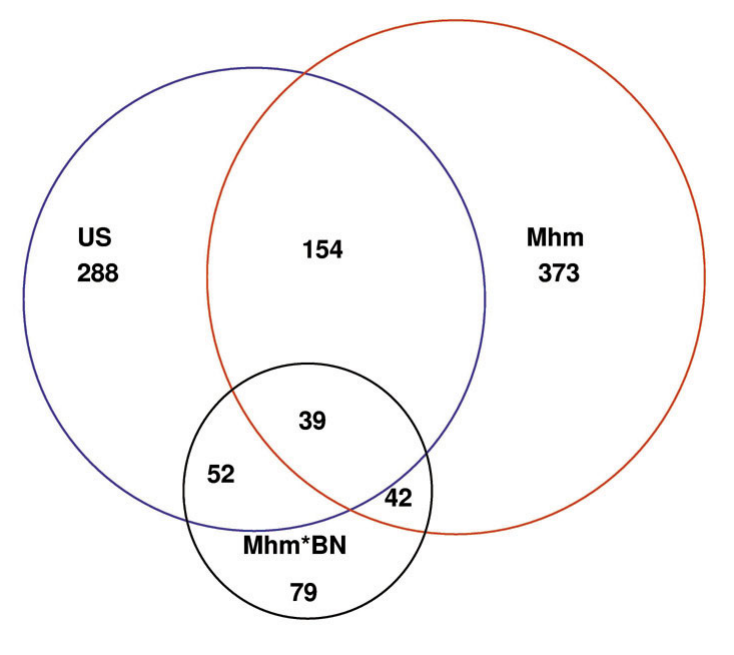
**The number of genes differentially expressed by gender was strongly influenced by genetic background**. Gender-dependent gene expression was examined in kidneys of 36 day-old US, Mhm, and Mhm*BN rats with Affymetrix arrays Rae230A. In this Venn diagram the number of genes with gender-dependent expression (p = 0.001) in the respective groups is depicted.

### Genes that were differentially expressed by gender in all tested groups exhibited the same tendency of gender-dependent expression change among groups

The number of gender-dependently expressed genes was highly influenced by genetic background. 

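Claudin 1 (Cldn1), a tight junction protein, the adrenergic receptor Adra1b and the antioxidant enzyme Sod3 had negative log2 fold changes in US, Mhm and Mhm*BN rats. The other 35 measured genes of Table 1 had positive ones in all 3 groups. The study chose these genes on the same arrays, so their shared sign is not independent evidence. Of all 298 genes called in US rats, 292 had the same sign in Mhm rats (98%) and 287 in Mhm*BN rats (96.3%). All 127 genes called in Mhm rats had the same sign in US rats, and 121 had it in Mhm*BN rats (95.3%). Of 132 genes called in Mhm*BN rats, 127 had the same sign in US rats (96.2%) and 122 in Mhm rats (92.4%). Plekhh1 was the 1 gene called in a pair of groups with opposite signs. The median ratio of the log2 fold changes depended on the group in which the genes had been called. Genes called in US rats had a ratio of 0.589 in Mhm and 0.571 in Mhm*BN rats to their value in US rats. Those called in Mhm rats had 1.13 in US and 0.584 in Mhm*BN rats, and those called in Mhm*BN rats had 1.09 in US and 0.673 in Mhm rats. Since genes were picked by the value they are divided by, a ratio under 1 does not by itself show a smaller change. Across all 9479 genes, which are not independent replicates, the log2 fold changes had a Pearson's r of 0.76 for US and Mhm rats, 0.693 for US and Mhm*BN rats and 0.51 for Mhm and Mhm*BN rats. Of the 38 measured genes of Table 1, 30 had their largest fold change in US rats.

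**Figure D1:**
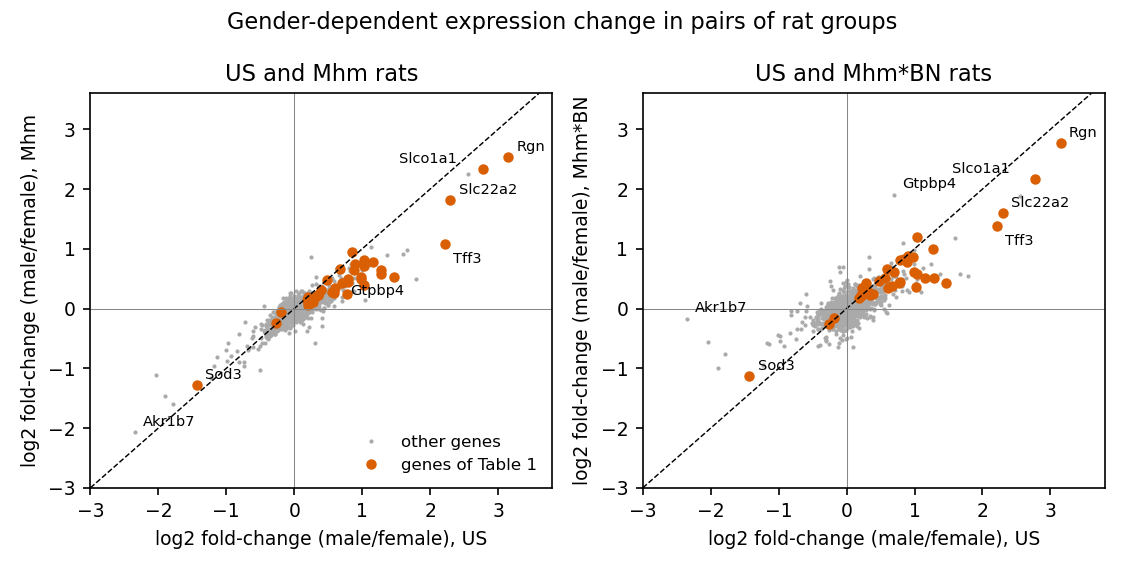
Log2 fold change (male/female) of each gene in US rats (horizontal) against Mhm rats (left) and Mhm*BN rats (right), with the genes of Table 1 in orange, other genes in grey and a dashed line of equal change. The orange points lie in the same quadrants in both plots, and Akr1b7 lies near the line on the left and near 0 on the right.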

For the 39 genes that were differentially expressed by gender in all examined groups, the tendency to up-or down-regulation of the gender-dependent expression change (expressed as log2 fold-change (male/female) in figure 2), was the same among all groups. This means that if one gene was more strongly expressed in one gender in one rat group, it was also more strongly expressed in the same gender in the other two groups, although the dimension of gender-dependent expression change could vary from group to group.

**Figure 2:**
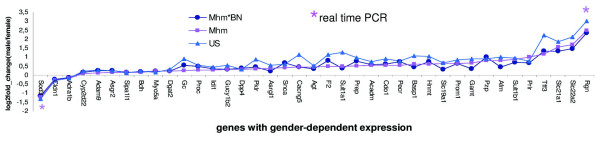
**The same tendency of gender-dependent expression change in all examined groups**. Shown are microarray data for genes which were differentially expressed by gender in all three rat groups. For the two genes (Rgn and Sod3) with strongest expression changes between genders, the microarray data were confirmed by real-time PCR in Mhm rats.

### Real time PCR confirmed gender-dependent gene expression of Rgn and Sod3

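Regucalcin (Rgn), a calcium-binding protein, was 8.89-fold higher in males compared with females in US rats (95% confidence interval 7.24 to 10.9), 5.78-fold in Mhm rats (4.7 to 7.09) and 6.81-fold in Mhm*BN rats (5.54 to 8.36), with n = 3 arrays per sex. The log2 intensity was 10.06 to 10.37 on the male Mhm arrays and 7.62 to 7.68 on the female Mhm arrays. Extracellular superoxide dismutase (Sod3), which removes superoxide outside cells, fell in males to 0.371 of the female level in US rats (95% confidence interval 0.3 to 0.46), 0.413 in Mhm rats (0.333 to 0.512) and 0.456 in Mhm*BN rats (0.368 to 0.565). Its log2 intensity was 10.69 to 10.88 on the male Mhm arrays and 11.91 to 12.21 on the female ones. Every male array lay above every female array of its group for Rgn and below for Sod3. Within a single group of 3 arrays against 3, chance gives such a separation, in either direction, in 10% of genes. The share for all groups in the same direction is smaller and was not computed. The adjusted p was 8.03e-11, 4.09e-09 and 1.41e-09 for Rgn in US, Mhm and Mhm*BN rats, and 5.12e-06, 4.22e-05 and 0.000203 for Sod3. The female Mhm*BN arrays ranged from 11.22 to 12.01 for Sod3, and with each rat group fitted on its own Sod3 was no longer called in Mhm*BN rats.

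**Figure D2:**
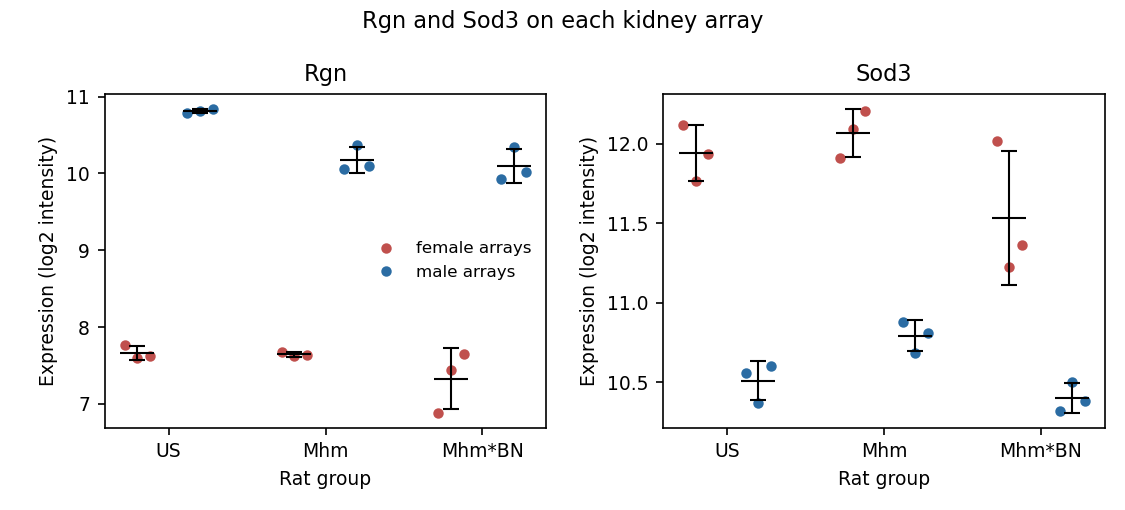
Log2 intensity of Rgn (left) and Sod3 (right) on each of the 18 arrays, by rat group and sex; points are arrays of pooled RNA of 3 rats, and lines show the mean and SD of 3 arrays. Male arrays lie above female arrays for Rgn and below them for Sod3 in every rat group.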

Real time PCR was performed to examine the gender-dependent expression of Sod3 and Rgn, the two genes with the most pronounced gender-dependent expression on microarrays (figure 2). Real-time PCR confirmed not only the gender regulated expression of both genes but also the dimension of the gender-dependent expression changes measured by real time PCR was very much similar to that measured with microarrays.

### Gender-dependent gene expression suggests higher metabolic and transport activities, enhanced stimulation of cell proliferation, elevated oxidative stress and altered vascular biology in males compared with females

According to the biological processes in which they participate, genes differentially expressed by gender are clustered in five functional groups: 1) metabolic enzymes and transport proteins; 2) cell proliferation; 3) oxidative stress; 4) vascular biology and 5) signal transduction. Genes that were differentially expressed by gender and the biological processes in which they are involved are summarized in Table 1. The functional annotation of genes was mainly according to Entrez Gene [10].

**Table 1:** Genes differentially expressed by gender and the relevant functional groups.

symbol	full name	biological processes	fold_change(male/female)		
			
			Mhm*BN	Mhm	US
*Adam9*	a disintegrin and metalloproteinase domain 9	metabolism	1.2	1.1	1.2
*Bdh*	3-hydroxybutyrate dehydrogenase	metabolism	1.1	1.1	1.2
*Cdo1*	cysteine dioxygenase 1	metabolism	1.5	1.5	1.9
*Cyp2d22*	cytochrome P450, family 2, subfamily d, polypeptide 22	metabolism	1.1	1.1	1.2
*Dgat2*	diacylglycerol O-acyltransferase homolog 2	metabolism	1.2	1.2	1.3
*Gamt*	guanidinoacetate methyltransferase	metabolism	1.3	1.6	1.9
*Hnmt*	histamine N-methyltransferase	metabolism	1.7	1.5	2.1
*Idi1*	isopentenyl-diphosphate delta isomerase 1	metabolism	1.3	1.2	1.4
*Pecr*	peroxisomal trans-2-enoyl-CoA reductase	metabolism	1.7	1.5	1.7
*Pklr*	pyruvate kinase, liver and red blood cell	metabolism	1.4	1.3	1.9
*Sult1a1*	sulfotransferase family 1A, phenol-preferring, member 1	metabolism	1.3	1.4	2.4
*Sult1b1*	sulfotransferase family 1B, member 1	metabolism	1.6	1.9	1.9
*Prep*	prolyl endopeptidase	metabolism; vascular biology	1.7	1.4	2
*Gc*	group specific component	metabolism; transport	1.5	1.2	1.9
*Pzp*	pregnancy-zone protein	metabolism; signal transduction	2	1.8	1.9
*Dpp4*	dipeptidylpeptidase 4	metabolism; signal transduction	1.3	1.2	1.3
*Cacng5*	calcium channel, voltage-dependent, gamma subunit 5	transport	1.4	1.4	2.2
*Prom1*	prominin 1	transport	1.6	1.6	1.8
*Slc21a1*	solute carrier organic anion transporter family, member 1a1	transport	2.5	2.9	3.7
*Slc22a2*	solute carrier family 22 (organic cation transporter), member 2	transport	2.8	3.2	4.3
*Myo5a*	myosin VA	transport	1.2	1.2	1.1
*Rgn*	regucalcin	transport; signal transduction	5.1	5.6	8
*Basp1*	brain abundant, membrane attached signal protein 1	proliferation	1.4	1.5	2.1
*Tff3*	trefoil factor 3	proliferation	2.5	2.3	4.7
*Sod3*	superoxide dismutase 3, extracellular	oxidative stress	0.5	0.4	0.4
*Acadm*	acyl-Coenzyme A dehydrogenase, C-4 to C-12 straight chain	oxidative stress; metabolism	1.5	1.5	1.7
*Snca*	synuclein, alpha	oxidative stress; signal transduction	1.6	1.3	1.5
*Afm*	afamin	oxidative stress; transport	1.4	1.8	2
*Slc19a1*	solute carrier family 19, member 1	oxidative stress; transport	1.2	1.6	1.6
*Agt*	angiotensinogen (serpin peptidase inhibitor, clade A, member 8)	vascular biology	1.3	1.4	1.4
*F2*	coagulation factor II	vascular biology	1.8	1.4	2.2
*Proc*	protein C	vascular biology	1.4	1.2	1.5
*Gucy1b2*	guanylate cyclase 1, soluble, beta2	vascular biology; signal transduction	1.3	1.2	1.5
*Adra1b*	adrenergic receptor, alpha 1b	vascular biology; signal transduction	0.9	0.9	0.9
*Sipa1l1*	signal-induced proliferation-associated 1 like 1	signal tranduction	1.1	1.1	1.1
*Cldn1*	claudin 1	signal transduction	0.8	0.8	0.8
*Asgr2*	asialoglycoprotein receptor 2	signal transduction	1.2	1.1	1.2
*Asrgl1*	asparaginase like 1	signal transduction	1.2	1.3	1.5
*Prlr*	prolactin receptor	signal transduction	1.6	2	1.7

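All 17 genes that Table 1 labels as metabolic were higher in males compared with females when averaged over the 3 rat groups, and so were all 9 that it labels as transport. The median log2 fold change was 0.58 for the metabolic genes and 0.81 for the transport genes, and the lowest were 0.16 for Adam9, a metalloproteinase, and 0.25 for the motor protein Myo5a. Of the genes of Table 1, 38 were measured. In US rats 37 of them were called, 34 higher and 3 lower in males, and Sipa1l1 was not (adjusted p = 0.12). In Mhm rats 24 were called, 23 higher and 1 lower (35 when adjusted over the list alone). In Mhm*BN rats 34 were called, 32 higher and 2 lower (38 when adjusted over the list alone). Since the study chose the list on these samples, these counts are not independent evidence. Genes with several probe sets were summarized over all of them, and 1 probe set each of Basp1, Hnmt, Asrgl1 and Adam9 had log2 fold changes near 0 (0.01, 0, -0.02 and 0.03). When each rat group was fitted on its own, 34, 31 and 13 genes of the table were called in US, Mhm and Mhm*BN rats. With male and female chips paired by number as a block, Bdh1, Myo5a, Adra1b and Cldn1 were no longer called in US rats. Nor were Proc in Mhm rats and Bdh1, Idi1, Cldn1, Asgr2 and Asrgl1 in Mhm*BN rats, where Adam9 became called.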

The majority of the genes expressed differentially in the two sexes code for metabolic enzymes or transport proteins. Out of 39 gender-dependently expressed genes, 15 code for metabolic enzymes and seven may function as transporters. 

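Gamt, which makes creatine, and Cdo1, which oxidizes cysteine, were both 1.63-fold higher in males compared with females averaged over the 3 rat groups (log2 standard error 0.04 and 0.05, 9 arrays per sex, adjusted p = 4.27e-10 and 3.08e-08). Pecr and Acadm, enzymes of fatty acid metabolism, were 1.62-fold and 1.49-fold higher (adjusted p = 7.27e-09 and 1.07e-08). Among lists of genes that were set in advance, conjugating enzymes, mostly for glutathione and sulfate, had 20 measured members, of which 7 were higher and 1 lower in males (7 and 2 when adjusted over the list alone). The lower gene was Gsta3, at a log2 fold change of -0.21. The higher genes included Gsta1 (1.85-fold), Sult1b1 (1.80-fold) and Gsta2 (1.52-fold), as well as the methyltransferase Hnmt and the acetyltransferase Nat8. The list stood above the other genes (camera, adjusted p = 5.17e-07, and adjusted p = 0.00923 with an estimated correlation). Like other lists, it holds genes of Table 1, which the study chose on these arrays, so its p is not independent evidence. Without the 3 genes of Table 1, 4 genes were higher and 1 lower, and the list was called with the preset but not with the estimated correlation. Of 29 genes of fatty acid oxidation, 7 were higher and 4 lower (12 and 4 adjusted over the list alone), and the lower ones were Acot1 at -0.45, Acaa2 at -0.33, Crot at -0.28 and Acox2 at -0.22. That list had an adjusted p = 1.73e-05, lost at adjusted p = 0.286 with an estimated correlation, and without the genes of Table 1 it had 4 higher and 4 lower genes. Amino acid metabolism had 7 higher and 3 lower of 32 genes (9 and 4 adjusted over the list alone), with Cdo1 and Gamt among the higher and Oat, Hpd and Fah as the lower ones. Its adjusted p = 0.0134 was also lost, at adjusted p = 0.653 with an estimated correlation, and the list was no longer called without Cdo1 and Gamt of Table 1. Without arrays 25 and 46 it had 7 higher and 7 lower genes. Of 27 cytochrome P450 genes, 6 were higher and 1 lower (6 and 2 adjusted over the list alone), among them Cyp4a8 (2.11-fold), Cyp2d2 (1.48-fold) and Cyp4b1 (log2 fold change -0.68). That list's median was -0.01 and its mean 0.07 (camera, adjusted p = 0.0723). Cholesterol synthesis had 2 higher genes, Idi1 and Dhcr7, and 1 lower, Fdft1, of 18 (the same numbers adjusted over the list alone; camera, adjusted p = 0.187), and the call of Dhcr7 ended when the arrays were scaled to the same median. In 35 of 100 splits of the arrays within groups, the real one included, as many lists were called, so chance is not excluded for the number of called lists. On the female Mhm*BN array 46 the medians of conjugating enzymes, fatty acid oxidation and amino acid metabolism lay -0.11, -0.17 and -0.34 from the other arrays of its group. Without that array the median of conjugating enzymes was 0.03 in place of 0.04, and that of amino acid metabolism -0.01 in place of 0.02.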

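Organic ion transporters of the proximal tubule had some of the largest changes, in both directions. Slco1a1, which carries organic anions, was 5.37-fold higher in males averaged over the rat groups (log2 fold change 2.42, standard error 0.08, 9 arrays per sex, adjusted p = 5.44e-13). Slc22a2, an organic cation transporter, was 3.75-fold higher (log2 fold change 1.91, standard error 0.05, adjusted p = 2.82e-14). Prom1, a membrane protein that Table 1 labels as transport, was 1.71-fold higher (adjusted p = 1.36e-11). Slc22a7, another organic anion transporter that Table 1 does not list, was lower in males (log2 fold change -1.38, standard error 0.12, adjusted p = 3.01e-07). Of 19 measured organic anion and cation transporters, 4 were higher in males, Slco1a1, Slc22a2, Slco1a3 and Slco1a6 (1.46-fold), and 3 were lower, Slc22a7, Slc22a13 (log2 fold change -0.33) and Slco2a1 (-0.13). Adjusted over the list alone there were 6 and 4 (camera, adjusted p = 0.0178, and adjusted p = 0.0499 with an estimated correlation). Without Slco1a1 and Slc22a2 of Table 1 the list was no longer called. Its median was 0.01, and -0.01 when the arrays were scaled to the same median. Of 23 solute transporters of the proximal tubule, 5 were higher and 1 lower (5 and 2 adjusted over the list alone), with the neutral amino acid transporter Slc6a18 1.22-fold, the glutamate transporter Slc1a1 1.21-fold, Slc17a3 1.21-fold, the fructose transporter Slc2a5 1.18-fold and Slc13a3 higher, and Slc17a1 lower. The call of Slc17a3 ended with the chip number batch as a block, and that of Pck1, a marker of the proximal tubule, with no background correction. The solute transporters had a median of -0.01 and a mean of 0.02 (camera, adjusted p = 0.201). Proximal tubule markers had 7 higher and 1 lower of 21 genes, with the same counts adjusted over the list alone, and a median log2 fold change of 0.03. The peptidase Anpep was 1.34-fold and the water channel Aqp1 1.22-fold higher, as was Pck1 of glucose synthesis (1.22-fold, adjusted p = 0.0477), while the endocytic receptor Cubn had a log2 fold change of -0.65. For this list camera gave an adjusted p = 0.0134, lost at adjusted p = 0.608 with an estimated correlation. On array 46 of the female Mhm*BN rats the proximal tubule markers lay -0.37 and the solute transporters -0.22 from the other arrays of its group. Without that array the median of the solute transporters was -0.035 in place of -0.006. Without arrays 25 and 46 the solute transporters had 5 higher and 3 lower genes.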

Noticeably, all these genes were more strongly expressed in males. The same was true for two proliferation-relevant genes. 

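Trefoil factor 3 (Tff3), a secreted peptide of epithelial repair, was 2.95-fold higher in males compared with females averaged over the 3 rat groups (log2 fold change 1.56, standard error 0.10, 9 arrays per sex, adjusted p = 2.71e-09). Its change was 4.64-fold in US, 2.12-fold in Mhm and 2.61-fold in Mhm*BN rats. Basp1, a membrane-attached signal protein, was 1.47-fold higher (log2 fold change 0.56, standard error 0.04, adjusted p = 4.21e-09), and was no longer called in Mhm*BN rats with each rat group fitted on its own. Of 29 measured genes of the cell cycle, 5 were higher and none lower in males (8 and none when adjusted over the list alone). These were the microtubule regulator Stmn1 (1.23-fold, adjusted p = 0.000342), Cks2 (1.18-fold), Cdk1 (1.17-fold), cyclin Ccnb2 (1.12-fold) and cyclin Ccnd1 (1.13-fold). The call of Ccnd1 had an adjusted p = 0.0498 and ended with the chip number batch as a block and without most of the single arrays. The list's median log2 fold change was 0.06 (camera, adjusted p = 1.61e-05, lost at adjusted p = 0.286 with an estimated correlation). On array 46 of the female Mhm*BN rats this list lay 0.12 from the other arrays of its group. Of 32 growth factors and receptors, 3 were higher in males, Tff3, the growth hormone receptor Ghr (1.22-fold) and Prlr, and 2 were lower, Igf1 and Tgfb2 (3 and 3 adjusted over the list alone). Igf1 was not lower in Mhm*BN rats (log2 fold change 0.04, adjusted p = 0.867). That list had a median of -0.04 and a mean of 0.03, or -0.05 without Tff3 and Prlr of Table 1 (camera, adjusted p = 0.535).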

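Superoxide dismutase 3 was the antioxidant enzyme with the largest change among 30 measured ones, at a log2 fold change of -1.28 in males compared with females averaged over the 3 rat groups (standard error 0.09, 9 arrays per sex, adjusted p = 7.27e-09). Nqo1, a quinone reductase, was also lower in males (log2 fold change -0.11, adjusted p = 0.0342). Within groups it was called in US rats only, with -0.30 in US (adjusted p = 0.00135), -0.05 in Mhm (0.998) and 0.03 in Mhm*BN rats (0.882). Nqo1 was not among the genes called in the test of the interaction, so a difference between the groups is not shown. In the other direction, 7 antioxidant genes were higher in males. These were Gclc of glutathione synthesis (1.30-fold, adjusted p = 0.000229), the peroxidase Prdx1 (1.26-fold, adjusted p = 0.000162), catalase (Cat, 1.19-fold, adjusted p = 0.000943), Sod1, Gpx1, Txn1 and Msra. Within groups, 5 antioxidant genes were called higher in US rats, 0 in Mhm rats and 2 in Mhm*BN rats, Cat and Gclc. Without arrays 25 and 46 these numbers were 8, 0 and 0. The 7 genes had positive log2 fold changes in every group, but none was called in Mhm rats. In Mhm rats the list had a camera adjusted p = 0.0462, lost at adjusted p = 0.254 with an estimated correlation. Averaged over the groups and adjusted over the list alone, 12 were higher and 2 lower. The list's median was 0.10 (camera, adjusted p = 0.000125, and adjusted p = 0.0204 with an estimated correlation), also called without Sod3 of Table 1 at both correlations, and on array 46 of the female Mhm*BN rats it lay -0.15 from the other arrays of its group. Of 12 genes of NADPH oxidase and other superoxide sources, none was called in limma, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05 (median log2 fold change -0.02; camera, adjusted p = 0.855). Of 18 genes of the hypoxia response, the glycolytic enzyme Eno1 was called (1.14-fold, adjusted p = 0.0194), a call that ended when the arrays were scaled to the same median. The list's adjusted p from camera was 0.507. Besides Sod3, Table 1 labels Acadm, Afm and Slc19a1 as oxidative stress genes, and all were higher in males. Afm, a vitamin E binding protein, was 1.76-fold higher (log2 fold change 0.82, standard error 0.05, adjusted p = 8.9e-10) and the folate carrier Slc19a1 1.48-fold (0.57, standard error 0.03, adjusted p = 1.2e-09). From the lower Sod3 of males the paper proposes elevated oxidative stress, which it then tested by measuring ROS.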

Oxidative stress might be elevated through, among others, the strong under-expression of the antioxidant Sod3 in males compared with females. 

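Prothrombin (F2) was 1.94-fold higher in males compared with females averaged over the 3 rat groups (log2 fold change 0.95, standard error 0.05, 9 arrays per sex, adjusted p = 1.15e-09). Protein C (Proc), an anticoagulant, was 1.42-fold higher (adjusted p = 1.66e-08), and the call of Proc in Mhm rats alone (adjusted p = 0.0403) ended when the arrays were scaled to the same median and with the chip pairs as a block. Angiotensinogen (Agt), the precursor of angiotensin, was 1.38-fold higher (adjusted p = 6.09e-09), Prep, which cleaves peptides such as angiotensin, 1.73-fold (adjusted p = 2.27e-11), and the guanylate cyclase subunit Gucy1b2 1.35-fold (adjusted p = 1.45e-07). The adrenergic receptor Adra1b was lower in males, at a log2 fold change of -0.14 (standard error 0.03, adjusted p = 0.00584). Of the 6 genes that Table 1 labels with vascular biology, 5 were thus higher and 1 lower, with the same counts adjusted over the list alone. Adra1b was not called in Mhm or Mhm*BN rats (adjusted p = 0.991 and 0.173), and its call in US rats ended with each rat group fitted on its own. Of 21 measured genes of coagulation and fibrinolysis, F2, Proc and the plasmin inhibitor Serpinf2 (1.57-fold, adjusted p = 4.51e-08) were higher in males, and Vwf and the plasminogen activator Plau were lower (3 and 4 when adjusted over the list alone). The log2 fold change of Vwf was -0.60 and that of Plau -0.16. That list had a median of -0.01 and a mean of 0.05, or -0.03 without F2 and Proc of Table 1 (camera, adjusted p = 0.492). Of 29 genes of the renin-angiotensin system and vascular tone, 5 were higher in males, Agt, Prep, Gucy1b2, the peptidase Mme (1.19-fold) and Dpp4 (1.23-fold), and 1 was lower, Adra1b (5 and 2 adjusted over the list alone). Its median was -0.03 and its mean 0.04, or -0.03 without the 5 genes of Table 1 (camera, adjusted p = 0.268). With each rat group fitted on its own, Agt and Gucy1b2 were no longer called in Mhm*BN rats.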

The differential expression of six genes regulating vascular tone and blood coagulation indicates a difference in vascular biology between the genders. Additionally, several genes involved in signal transduction were differentially expressed by gender. 

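The prolactin receptor (Prlr) was 1.83-fold higher in males compared with females averaged over the 3 rat groups (log2 fold change 0.87, standard error 0.06, 9 arrays per sex, adjusted p = 7.86e-09), with 1.80-fold in US, 1.93-fold in Mhm and 1.77-fold in Mhm*BN rats. Pzp, a protease inhibitor, was 2.02-fold higher (log2 fold change 1.01, standard error 0.08, adjusted p = 4.62e-08). Cldn1 was lower, at a log2 fold change of -0.25 (standard error 0.04, adjusted p = 0.000109). Asgr2, a receptor for asialoglycoproteins, and the asparaginase Asrgl1 were both 1.20-fold higher (adjusted p = 5.83e-05 and 1.71e-05). Sipa1l1 was 1.12-fold higher (adjusted p = 0.00366) and was not called within any single group. Of the 10 measured genes that Table 1 labels with signal transduction, 8 were higher and 2 lower in males, and the counts adjusted over the list alone were the same. The study chose them on these samples, so this is not independent evidence. In Mhm rats Cldn1, Asgr2 and Asrgl1 were not called (adjusted p = 0.0742, 0.184 and 0.0591). In a fit of each rat group on its own, Prlr, Cldn1, Asgr2 and Asrgl1 were no longer called in Mhm*BN rats, and nor were Cldn1, Asgr2 and Asrgl1 with the chip pairs as a block.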

In summary, the gender-dependent gene expression suggests higher metabolic and transport activities, enhanced stimulation for cell proliferation, elevated oxidative stress and altered vascular biology in males compared with females.

### Increased superoxide anion in males, particularly during early puberty, is partially caused by reduced anti-oxidation via Sod3

Luminol- and lucigenin-derived chemiluminescence was used to detect total ROS and superoxide anion, respectively. In glomeruli of 36 day-old SD and Mhm rats, superoxide anion was almost 2.5 fold significantly higher in males compared with females (p = 0.05). In both rat groups, the mean of the total ROS was two to three times higher in males compared with females, yet the gender difference was not statistically significant (figure 3).

**Figure 3:**
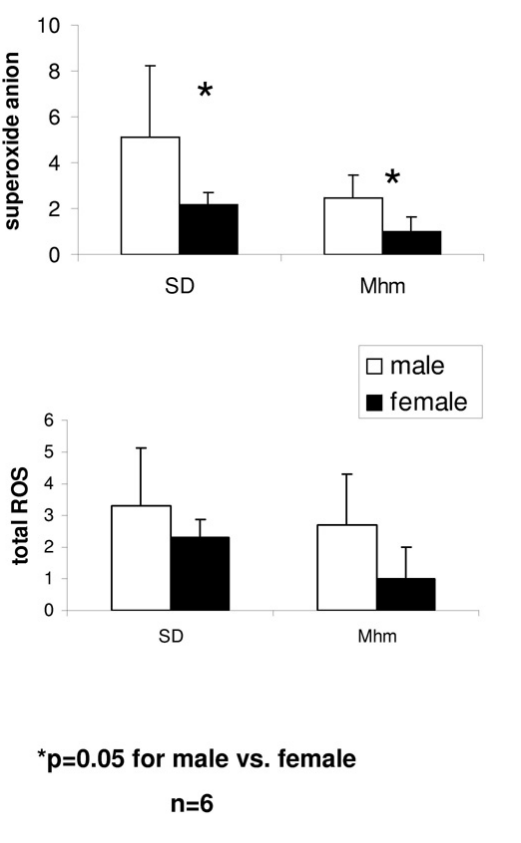
**Elevated superoxide anion in males at early puberty compared with females**. ROS was examined in the glomeruli of 36 day-old SD and Mhm rats. Superoxide anion was significantly higher in males compared with females. Males had the tendency to produce more total ROS, but the gender difference was not statistically significant.

To examine the development of the gender difference in ROS with age, ROS was measured in SD rats at the age of 20, 36 and 70 days, corresponding to pre-puberty, early puberty and late puberty/early adulthood, respectively (figure 4). At pre-puberty and late puberty/early adulthood, superoxide anion did not differ significantly between genders. Its level peaked at early puberty, more strongly in males compared with females, and dropped to pre-puberty levels as adulthood approached. Statistically significant elevation of superoxide anion in males compared with females was detected only in rats at early puberty. Total ROS rose at early puberty and remained at the elevated level during late puberty/early adulthood, without significant differences between males and females.

**Figure 4:**
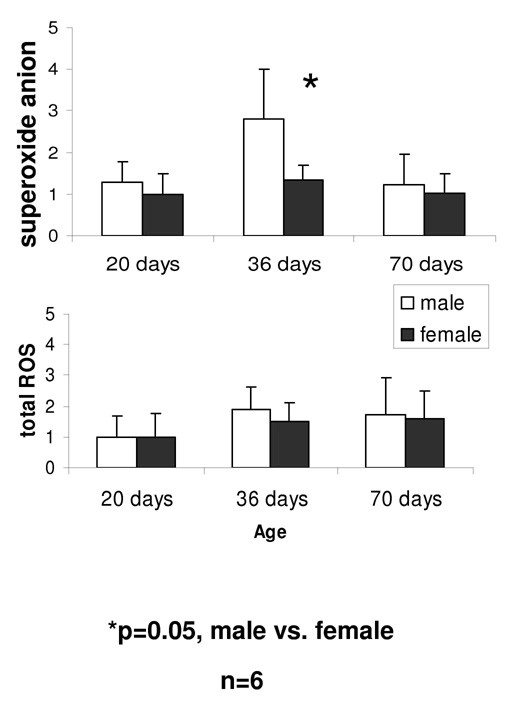
**Development of the gender difference in ROS with age**. Total ROS rose at early puberty and remained at the elevated level during late puberty/early adulthood, without significant differences between genders. At pre-puberty and at late puberty/early adulthood, superoxide anion did not differ significantly between genders. Superoxide anion peaked at early puberty, more abruptly in males than in females (p = 0.05), and dropped to pre-puberty levels as late puberty/early adulthood approached.

Sod3 is the main anti-oxidant in extracellular spaces. Real time PCR has confirmed the strong down-regulation of Sod3 in males compared to females. In order to assess the contribution of Sod3 to the gender-related elevation of ROS in males, ROS was also measured in rats perfused with PBS containing heparin. The native form of Sod3 exhibits a high heparin-binding capacity [11], therefore, perfusion with heparin can be used to flush Sod3 from organs. The elevation of ROS in males over that in females decreased when kidneys were flushed with heparin (figure 5). The attenuation of the elevation of ROS in males upon the loss of Sod3 function indicates reduced anti-oxidation through Sod3 in males compared with females.

**Figure 5:**
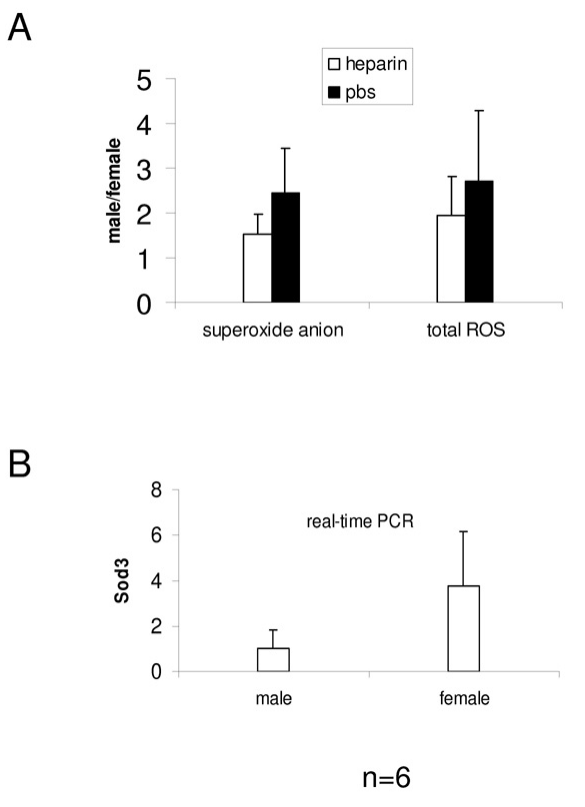
**Reduced anti-oxidation via Sod3 in males compared with females**. A: Gender difference in ROS was examined in glomeruli of 36 day-old Mhm rats, perfused with heparin in PBS or with PBS alone. The elevation of ROS in males is shown on the y-axis (expressed as the ratio of male vs. female). In PBS-perfused kidneys, the elevation of superoxide anion in males was statistically significant. This statistical significance diminished when kidneys were flushed with heparin. Also the elevation of total ROS in males attenuated (the ratio of male vs. female became smaller). B: Real-time PCR confirmed significant under-expression of Sod3 in males compared with females (p < 0.01).

## Discussion

Accelerated deterioration and aging of kidneys in males compared with females has often been documented. To understand the underlying molecular mechanisms, we analysed gender-dependent gene expression in kidneys of rats using microarrays. According to the biological processes in which they participate, genes differentially expressed by gender are clustered in five functional groups (table 1). This result revealed gender differences for genes in more functional groups than formerly published [12], where mainly transport and drug metabolism genes were found to be differentially expressed by gender in kidneys of adult mice.

Sod3, the most efficient antioxidant in extracellular spaces, was significantly under-expressed in males. This under-expression of antioxidant suggests elevated oxidative stress in males compared with females. Total ROS and superoxide anion, a ROS molecule that can diffuse into extracellular spaces, were then detected in isolated glomeruli of 36 day-old Mhm rats. The ROS data confirmed our expectation for the increased oxidative stress in males compared with females. At early puberty, two to three times higher level of superoxide anion was detected in males compared with females (p = 0.05). The elevation of superoxide anion in males in early puberty seems to be a general feature, since it was recorded in both inbred Mhm rats and the reference group SD rats. Superoxide anion can cross cell membranes and diffuse into extracellular spaces, therefore the elevation of superoxide anion detected in glomeruli in males reflects tubulointerstitial hypoxia in kidneys in males. Consistent with the 'free-radical theory of aging' formulated by Harman [13], chronic tubulointerstitial hypoxia is considered the common pathway for renal failure [14]. Chemiluminescence measurements confirmed elevated superoxide anion levels in males compared with females at early puberty. This suggests that early puberty compromises kidney function in males through elevated oxidative stress.

This ROS-data agrees well with the telomere data published by Cherif [2]. ROS shortens telomeres, and telomere length is inversely correlated with biological age. We recorded significantly stronger superoxide anion in kidneys of 36-day old male rats compared with females of the same age. Between the ages of 21 days and three months, Cherif reported significant telomere shortening in kidneys of male rats, but not in kidneys of female rats.

The elevated oxidative stress of males in early puberty compared with females might be caused partially by over-production of oxidative stress factors through over-activities in growth, metabolic and transport, and partially by compromised antioxidation through Sod3. Upon the loss of Sod3 function by flushing the kidney with highly concentrated heparin, the elevation of ROS in males attenuated, but did not diminish completely.

Given that our genomewide transcriptional profiling using microarrays has detected most of the differentially expressed genes in kidneys between genders at early puberty (which is the onset of most gender differences in kindeny function), a network of these differentially expressed genes (or their functional groups) should have the potential to explain the mechanism underlying the gender difference in kidney function. Gender-dependent gene expression implies over-activities in proliferation, metabolism and transport, elevated oxidative stress and altered vascular biology in males compared with females at early puberty. Attemptting to explain the gender-dependent rate of kidney deterioration at early puberty mainly based on the observed transcriptional profile, we suggest that the following possible mechanism might be plausible (figure 6): male gender stimulates growth and proliferation, enhances metabolic and transport activities and elevates oxidative stress, by elevating ROS production and reducing antioxidation through Sod3 [15]. Elevated oxidative stress in the form of tubulointerstitial hypoxia prompts kidney deterioration by altering the renal structures or functions such as vascular biology, including blood pressure elevation, blood vessel damage, and enhanced blood coagulation.

**Figure 6:**
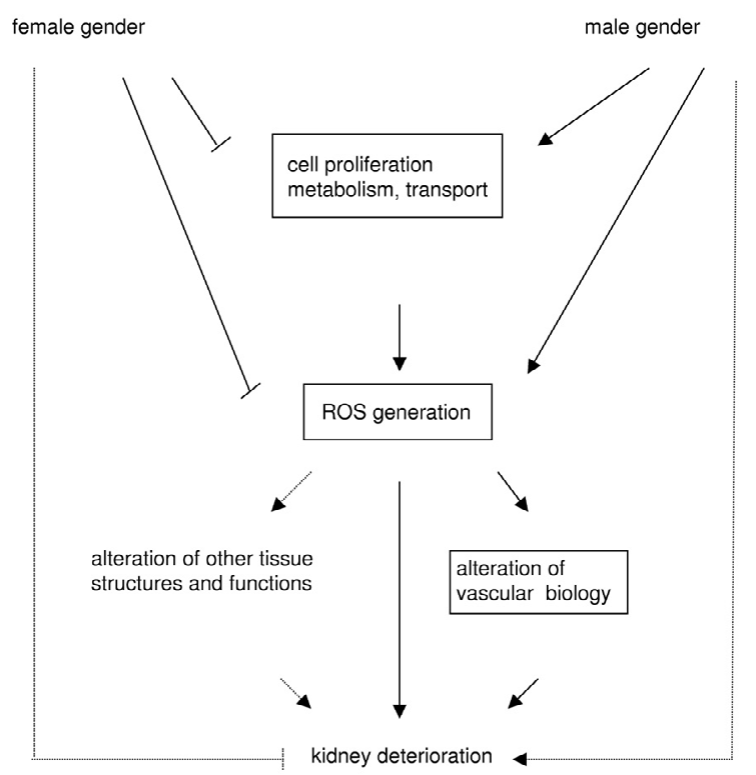
**The proposed mechanism underlying the gender difference in kidney function at early puberty**. Male gender stimulates growth and proliferation, enhances metabolic and transport activities and therefore elevate oxidative stress. Elevated oxidative stress in form of chronic tubulointerstitial hypoxia causes renal failure by altering tissue structures and function such as the vascular biology by elevating blood pressure, damaging vessels and enhancing blood coagulation.

Increased oxidative stress in males compared with females was recorded at early puberty, but neither at pre-puberty nor at late puberty/early adulthood. This implies a particularly strong negative impact of early puberty on kidney in males. Elevated deterioration of kidney function in adult males is most probably not directly caused by increased oxidative stress, but by a longer-lasting negative impact of early puberty. Increased oxidative stress on males in early puberty may cause structural or functional changes that compromise the ability of the animals to endure stress later in life.

## Conclusion

In rats at early puberty, the gene expression profile suggests higher metabolic and transport activities, enhanced cell proliferation, elevated oxidative stress and altered vascular biology in males compared with females. Chemiluminescence measurement confirmed increased superoxide anion and compromised Sod3 antioxidation in males compared with females, particularly at early puberty. These data suggest that early puberty, with gender-related elevation in oxidative stress in males, is a key compromising factor on kidney structure and function in males.

## Methods

### Rat strains

Sprague Dawley (SD) rats and Han:SPRD [16], a rat model for autosomal dominant polycystic kidney disease (PKD) were investigated. Inbred rats originating from the Han:SPRD rat were obtained either from a breeding center in the USA (Mayo Clinic College of Medicine, Rochester, MN, USA hereafter referred to as US) or maintained in our animal care facility (Mannheim, Germany (registered as PKD/Mhm, hereafter designated Mhm). Mhm*BN is a backcross generated of Mhm and Brown Norway rats. In all three rat groups, strongly elevated PKD progression in males compared with females was recorded.

### Gene expression profiling with microarrays

Gender-dependent gene expression was examined in kidneys of 36 day-old Mhm, US and Mhm*BN rats. RNA isolation, cDNA and cRNA synthesis, and hybridization to arrays of type Rae230A from Affymetrix (Santa Clara, CA, USA) were performed according to the recommendations of the manufacturer. RNA from three rats was pooled for each array. Three arrays were used for each gender and group combination. A total of 18 arrays were hybridized. Microarray data were submitted to NCBI GEO [17], sample number [GSE3778].

Microarray data was analysed based on ANOVA using a commercial software package called Micro Array Solution, version 1.0, from SAS (SAS Institute, Cary, NC, USA). Standard settings were used, except the following specifications: log-linear mixed models [18] were fitted for values of perfect-matches, with gender and rat group considered to be constant and the array-id random. Custom CDF [19]with Unigene based gene/transcript definitions different from the original Affymetrix probe set definitions was used to annotate the arrays.

### Verification of microarray data with real-time PCR

Gene expression of Rgn and Sod3 was verified with real-time PCR in Mhm rats, using TaqMan assays predesigned by Applied Biosystems (Forster City, CA, USA).

### Chemiluminescence measurements of ROS

The detection of ROS was carried out as described by Scheuer [20], with slight modifications. Animals werer deeply anesthesized and perfused with 20 ml ice cold PBS. The left kidney was minced and the fraction between 40 μm and 100 μm containing mainly glomeruli was collected with the sieving method. Luminol chemiluminescence was taken as a general detector of ROS (total ROS) and lucigenin chemiluminescence was used to detect superoxide anion diffused into extracellular spaces. ROS was measured at 37°C using a Fluoroskan Ascent (Thermo Labsystems, Waltham, MA, USA), with 500–2000 glomeruli, 5 μM phorbol myristate acetate (PMA, Sigma, St. Louis, MO, USA) and 260 μM luminol (Sigma, St. Louis, MO, USA) or 750 μM lucigenin (Sigma, St. Louis, MO, USA) in 50 μl modified DMEM buffer (Biochrom). Chemiluminescence was recorded for 40 minutes. The ROS capacity was standardized to the amount of total proteins in each assay. The quantification of protein was performed using a BCA Protein Assay Reagent Kit (Pierce, Rockford, IL, USA) on a SLT Rainbow Thermo Elisa Reader (SLT Labinstruments Deutschland GmbH, Crailsheim, Germany).

Elevated oxidative stress in males was first investigated in 36 day-old Mhm rats. To check the universal validity of this gender-dependent elevation of oxidative stress and its development with age, ROS was examined in SD rats at the age of 20, 36 and 70 days. To examine the gender-dependent antioxidation through Sod3, ROS was also measured in rat kidneys perfused with 20 ml PBS including 25,000 units of heparin to flush out Sod3.

Six rats of each group were taken for the ROS examination. The comparison between genders was performed with ANOVA (SAS version 9.1, SAS Institute, Cary, NC, USA). Values were expressed as means ± standard deviation.

## Authors' contributions

LL conducted the microarray analyses and drafted the manuscript. NG participated in the design of the study. LL, SB and PJ participated in ROS measurements. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

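The kidneys of 36 day-old male and female rats of the US, Mhm and Mhm*BN groups had been hybridized to 18 Rae230A arrays, with 3 arrays per sex and group and the pooled RNA of 3 rats on each array. The table that the authors deposited holds the log2 of the raw intensity of every perfect-match probe, for 175477 probes of 15923 probe sets. The values had not been normalized or centred between arrays, since the median log2 intensity ranged from 8.14 to 8.92. No array had the same values as another (0 pairs), and the Pearson correlation between arrays was 0.951 to 0.994. On chips 1 to 4, which are 1 array per sex of the US and Mhm groups, 73.6 to 73.8% of the intensities were within 0.001 of a whole number. On the other 14 arrays, chips 21 to 58, this share was 25.1 to 25.5%. Of these, the 7 arrays of males are chips 21 to 38 and the 7 of females chips 41 to 58. The ratio of the 95th to the 5th percentile of intensity was 13.6 to 23.3 per array. These arrays give no counts, and their number limits the precision.

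Probe sets were assigned to genes by the platform's annotation. Of the probe sets, 12076 named 1 gene, 90 named several, 3700 named none and 57 were controls, and only those with 1 gene were used. They covered 9479 genes, of which 1988 had more than 1 probe set, and the probes of all probe sets of a gene were summarized together. Symbols were updated with a table of gene names for the rat assembly GRCr8, which gave 9460 current symbols, while 19 genes kept the symbol of the platform's annotation. No positions in the genome were used. Among the genes of Table 1, Cyp2d22 is now Cyp2d4, Slc21a1 is Slco1a1 and Bdh is Bdh1.

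Intensities were taken out of the log scale, corrected for background with the normexp method of limma (offset 50), quantile normalized, set on the log2 scale and summarized by median polish. Males and females of each group were compared in limma with a model of 6 group means over all 18 arrays. The comparisons were males against females in each rat group, the average of these over the 3 groups, and the interactions between sex and rat group. The rat groups themselves were also compared over both sexes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and counts at an unadjusted p under 0.001 are given beside it. The median standard error of a log2 fold change was 0.06 within a group and 0.03 averaged over the groups. The second principal component, with 22.3% of the variance, separated all 18 arrays by sex. No source names pairs of arrays, but the chip numbers of males and females of a group line up at an offset of 20, or of 2 on chips 1 to 4. The deviations of such chips from their group means correlated at 0.113 to 0.166 in Mhm rats and at 0.17 to 0.193 in Mhm*BN rats, but at -0.152 to 0.062 in US rats. The model has no such block, and the pairs were used as a block only in an alternative. Analyses were run in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.

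Lists of genes were tested with camera of limma at a preset correlation of 0.01, and again with an estimated correlation, for lists with at least 3 measured genes. They are the groups of Table 1, which the study chose on these samples, and lists of organic anion and cation transporters, solute transporters of the proximal tubule, antioxidant enzymes, NADPH oxidase and other superoxide sources, hypoxia response, conjugating enzymes (mostly for glutathione and sulfate), cytochrome P450 enzymes, fatty acid oxidation, cholesterol synthesis, amino acid metabolism, cell cycle, growth factors, renin-angiotensin and vascular tone, coagulation, sex steroids, Y-linked genes, major urinary proteins, kidney injury, extracellular matrix, stress response, and markers of the proximal tubule, thick ascending limb, distal convoluted tubule, principal cells, intercalated cells, podocytes, endothelium, leukocytes, red blood cells, adipocytes and adrenal cortex. Some of these lists hold genes of Table 1, so they were also tested without them. Lists of clock-controlled genes and of clock genes of the opposite phase were added after the data had been seen.

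Genes named in the text are those of Table 1, whose fold changes had been seen in the paper, the 10 genes outside Table 1 with the largest change per comparison among those called, and up to 4 called members per list with the largest change averaged over the groups. For the 10 genes per comparison, all 3 arrays of a sex had to lie above the 3 of the other within a group, and averaged over the groups the sign had to be the same in all 3. Members of lists did not have to meet this. Other genes that the text names were chosen after their values had been seen: Rdh16, Plekhh1, Melk, Tgfb2, Ccnb2, Nqo1, Sod1, Gpx1, Txn1, Msra, Mme, Plau, Gsta3, Crot, Acox2, Fah, Slco1a6, Slc22a13, Slco2a1, Slc13a3, Slc17a1, Esr1, Hsd17b2, Sry, and the genes given for single arrays.

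These tests, lists, thresholds and the rule for named genes were set before the data were examined. So were the alternatives of no background correction, scaling to the same median, the mean of the probes, leaving out the dimmest 25% of genes, an ANOVA without moderation, each rat group fitted on its own 6 arrays, the chip number batch as a block, each array left out in turn, and the estimated correlation. Testing each probe set on its own, using chips 21 to 58 alone, leaving out arrays 25 and 46, the chip pairs as a block, and leaving the genes of Table 1 out of the lists were chosen after seeing the data. The steps were tested on simulated data of the size of the study. Of simulated changes between males and females of the US group, 48 of 67 were called at a log2 fold change of 0.25 (71.6%), 64 of 67 at 0.5 (95.5%) and 66 of 66 at 1 (100%), and 15 of 9279 unchanged genes were called. Real-time PCR and ROS measurements were not used here.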

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

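In this part, the splits of the arrays for the interaction, for the differences between rat groups, for the genes shared by all 3 groups and for their direction, and the test without chips 1 to 4, were chosen only after the result was seen.

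The sex difference depended on the rat group for 11 genes by the test of the interaction: Gtpbp4 (adjusted p = 1.12e-07), Cndp1 (2.94e-06), Sult1a1 (2.15e-05), Akr1b7 (7.87e-05), Rdh16 (0.000354), Plekhh1 (0.00175), Gamt (0.00767), Igf1 (0.0119), Melk (0.0141), Cacng5 (0.0368) and Pklr (0.0414). Of 100 splits of the rat groups within sex, the real one included, 1 called as many genes, and the highest other split called 1, so chance is excluded for the number of these genes.

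Outside Table 1, 553 genes were called between males and females averaged over the 3 groups, 348 higher and 205 lower in males, and 528 of them had the same sign in all groups. Of 100 splits within groups, 1 called as many genes as the 591 of the real split, and the highest other called 335, so chance is excluded for their number. The splits do not test the 55 genes called in all 3 groups or their direction. Only the real split, 1 of 100, gave as many, but the highest other shared 0, since the other splits of US and of Mhm rats called 0 genes and left none to share.

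Rat groups differed for 2932 genes over both sexes, which the paper does not report. Of 100 splits of the rat groups within sex, 1 called as many, and the highest other called 601, so chance is excluded if the arrays are independent. Male and female chips paired by number had deviations that correlated at 0.113 to 0.166 in Mhm and 0.17 to 0.193 in Mhm*BN rats. The splits did not take this into account. US and Mhm rats differed for 64 genes, US and Mhm*BN rats for 2556, and Mhm and Mhm*BN rats for 2980. With the chip number batch as a block these were 70, 2185 and 2598.

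Within a rat group, 298 genes were called in US, 127 in Mhm and 132 in Mhm*BN rats. With 3 arrays against 3, the splits are too few for a share under 0.05: the real split was 1 of 10 in each group, and the highest other split called 0 in US, 0 in Mhm and 23 in Mhm*BN rats.

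More genes were called between males and females in US than in Mhm*BN rats at an adjusted p under 0.05, but at an unadjusted p under 0.05 the counts were 1097 and 1095. The arrays of chips 1 to 4 are argued against as the cause, since without them the US count was still 2.23 times the Mhm*BN count. Other batches by chip number stay open: on chips 21 to 58 they cannot be told apart from the sexes, with males on 21 to 38 and females on 41 to 58, and the batch as a block (2.39 times) left every fold change as it was and decides nothing. The spread between the Mhm*BN arrays, with a median residual SD 1.21 times that of US rats, decides nothing either, since the model gives each gene the same standard error in every group. Over the 127 genes called in Mhm rats, the median ratio of the absolute log2 fold changes in Mhm*BN to those in US rats was 0.527. These genes may favour US rats, since fold changes across all genes correlated at 0.76 for US and Mhm rats but at 0.51 for Mhm and Mhm*BN rats. Over the 132 genes called in Mhm*BN rats, the median ratio of the log2 fold changes in US to those in Mhm*BN rats was 1.09. Smaller sex differences in Mhm*BN rats may be part of the reason, as a hypothesis only.

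The metabolic and transport genes of Table 1 were higher in males. A larger share of proximal tubule in the male samples is argued against as the whole cause: the 21 proximal tubule markers had a median log2 fold change of 0.033, with quartiles of -0.02 and 0.21, and 14 were positive. The lowest metabolic gene was at 0.16 and the lowest transport gene at 0.25. A difference between the sexes in the expression of these genes stays open and was not tested apart from other changes in the make-up of the tissue.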

How the results depend on the processing

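Testing each probe set on its own, chips 21 to 58 alone, leaving out arrays 25 and 46, chip pairs as a block, and the lists without Table 1 genes were chosen only after the result was seen. Totals of called genes and lists not given here stayed within 1.5 times the main value, and the cause was not tested unless stated.

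The main model gives each gene 1 spread for all groups. The median residual SD was 0.054 in Mhm, 0.067 in US and 0.081 in Mhm*BN rats. A fit of each rat group on its own estimates the spread per group, from fewer arrays. With it, 300 genes were called in Mhm rats in place of 127, and 22 in Mhm*BN rats in place of 132. In all 3 groups 20 were called, all 20 with the same direction. At an unadjusted p under 0.001 there were 268 in Mhm and 53 in Mhm*BN rats, 39 in all 3 groups, 40 in both Mhm*BN and Mhm, 48 in both Mhm*BN and US, and 172 in both Mhm and US rats. An ANOVA without moderation called 83 genes in Mhm*BN rats and 7 for the interaction, and the mean of the probes 19 for the interaction. With an estimated correlation 3 gene lists were called in place of 8, and at the preset correlation 5 were called without the genes of Table 1.

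Each probe set on its own gave 20 for the interaction and 4598 between rat groups, of 15866 probe sets in place of 9479 genes. Chips 21 to 58 alone, with fewer arrays, gave 62 in Mhm rats, 86 at an unadjusted p under 0.001, 72 in both Mhm and US rats, and 7 for the interaction. Without arrays 25 and 46, 509 genes were called in US and 226 in Mhm rats, 401 and 211 at an unadjusted p under 0.001, 168 in both groups, 32 for the interaction, and 5 lists. Of the 132 genes of Mhm*BN rats, 89 stayed called, and 12 metabolic genes of Table 1 were called there in place of 15. There the log2 fold change of Igf1 in Mhm*BN rats was -0.002.

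Leaving out each array in turn gave 200 to 395 genes in US, 82 to 170 in Mhm and 90 to 181 in Mhm*BN rats, 44 to 65 in all 3 groups, 495 to 737 averaged over the groups, 8 to 32 for the interaction, 2488 to 3083 between rat groups and 7 to 12 lists. The Mhm count was 82 without male array 21 and 82 without female array 42. Genes lower in males moved in both directions. In place of 66, Mhm rats had 157 in their own fit, 115 without arrays 25 and 46, 21 on chips 21 to 58, 37 with the ANOVA, 36 without array 21, 22 or 42, and 39 without array 1 or 41. In place of 21, Mhm*BN rats had 9 on chips 21 to 58, 13 with the ANOVA, 0 in their own fit, 46 without arrays 25 and 46, 35 without array 46, 39 without 47, 9 without 26 and 13 without the Mhm array 1. In place of 84, US rats had 161 without arrays 25 and 46 and 51 without array 37. Averaged over the groups 320 were lower without arrays 25 and 46, in place of 208. Of genes higher in males, US rats had 348 in place of 214 without arrays 25 and 46. Mhm rats had 143 in their own fit and 111 without arrays 25 and 46, in place of 61. Mhm*BN rats had 70 with the ANOVA and 22 in their own fit, in place of 111. The interaction count was 20, 32 and 17 without the Mhm*BN arrays 25, 45 and 46.

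With the male and female chips of a group paired by number as a replicate block, 316 genes were called in US, 139 in Mhm and 141 in Mhm*BN rats, and no count moved by over 1.5 times. Differences between rat groups cannot be estimated there, as each pair lies within a group. No longer called were Bdh1, Myo5a, Adra1b and Cldn1 in US rats, Proc and Plekhh1 in Mhm rats, Bdh1, Idi1, Cldn1, Asgr2 and Asrgl1 in Mhm*BN rats, and Slc17a3, Ccnd1 and Pck1 averaged over the groups. Adam9 became called in Mhm*BN rats, and no other named call changed.

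Of 2401 values of named genes under the other settings, 2249 kept their direction and side of the threshold, 125 were no longer called, 26 became called and 1 reversed, the value of Igf1 above. With 1 array left out these were 4314, 170, 16 and 0 of 4500. The intensity of the background limits what dim genes show: the 5th percentile was 80 to 193.5. Leaving out the dimmest 25% of genes moved no total by over 1.5 times.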

Differences from the paper's values

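No test in this part was chosen only after the result was seen, apart from leaving out arrays 25 and 46. The paper's text gives p = 0.001 and does not say whether it was adjusted, so its counts are set beside those at an unadjusted p under 0.001. The paper grouped probes by a custom definition of genes based on Unigene and fitted mixed models to the perfect-match values. Here probes were grouped by the platform's annotation, probe sets without a single named gene were left out, and genes were summarized by median polish. The set of genes and the grouping of probes therefore differ, and their part in the differences below was not tested.

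For Mhm rats the paper's count is 288, and 137 were found here. Of the alternatives set before the data were examined, fitting each rat group on its own came within 1.5 times of the paper's count (268), and no other did. For Mhm*BN rats the paper's count is 79 and 152 were found here. Each rat group on its own (53), the ANOVA without moderation (114) and leaving out male array 26 (115) came within 1.5 times, and the others did not. For genes in both Mhm*BN and US rats the paper's count is 52 and 110 were found here, and only each rat group on its own (48) came within 1.5 times. For all 3 groups the paper's count is 39 and 60 were found here. Each rat group on its own (39), the ANOVA without moderation (47), leaving out the dimmest 25% of genes (55) and median scaling (57) came within 1.5 times. So did leaving out any array but the female US arrays 4, 57 and 58 and the Mhm*BN arrays 25, 46 and 47, while no background correction, the mean of the probes and the chip number batch as a block did not.

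For Slco1a1, which Table 1 gives as Slc21a1, the paper's fold changes are 3.7 in US, 2.9 in Mhm and 2.5 in Mhm*BN rats, and 6.85, 5.02 and 4.49 were found here. With no background correction the values for Mhm rats (4.08) and Mhm*BN rats (3.71) came within 1.5 times and that for US rats (5.73) did not, and no other alternative did so for any group. Of 114 fold changes of Table 1, 111 were within 1.5 times of the paper's, with a Pearson's r of 0.971 on the log2 scale.

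Figure 1 prints the numbers for US and Mhm rats the other way round from the text, whose order is used here. The text counts fewer metabolic and transport genes than Table 1 labels as such, and the 17 and 9 measured here follow the labels. The paper's text gives more genes for Mhm than for Mhm*BN rats, and here 137 were found for Mhm and 152 for Mhm*BN rats. With each rat group fitted on its own the order was that of the text, with 303, 268 and 53 genes in US, Mhm and Mhm*BN rats. The paper's methods describe a mixed model with gender and rat group as constant terms, so separate fits are not its stated method. Counts in separate fits rose in Mhm rats, with the lowest median residual SD (0.054), and fell in Mhm*BN rats, with the highest (0.081). Whether this is why they come nearer to the paper's counts was not tested. The paper ranks Rgn and Sod3 as the genes with the strongest changes. Rgn had the largest fold change of Table 1 here (7.04 averaged over the groups) and Sod3 the largest fall (0.412), while Slco1a1 (5.37), Slc22a2 (3.75) and Tff3 (2.95) changed by more than Sod3.

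Table 1 lists genes as differentially expressed in all 3 groups. Of the 38 measured ones, 24 were called in all groups here, and 25 at an unadjusted p under 0.001. In Mhm rats Adam9, Bdh1, Cyp2d4, Dgat2, Hnmt, Idi1, Gc, Dpp4, Myo5a, Adra1b, Sipa1l1, Cldn1, Asgr2 and Asrgl1 were not called, and of these Bdh1, Dgat2, Hnmt, Idi1, Gc, Dpp4 and Asrgl1 were called with each rat group fitted on its own. The mean of the probes called Asgr2, Cldn1, Idi1 and Asrgl1 in Mhm rats. In Mhm*BN rats Adam9, Dgat2, Adra1b and Sipa1l1 were not called. Adam9 was called there with no background correction, median scaling, the mean of the probes or the dimmest 25% of genes left out, and Sipa1l1 with the mean of the probes. In US rats Sipa1l1 was not called, and it was called with arrays 25 and 46 left out, which was chosen after seeing the values.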

Other observations

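In this part, all tests on array 46, the splits for the gene lists and the lists of clock genes were chosen only after the result was seen.

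Female Mhm*BN array 46 stood apart from the other arrays of its group in genes of kidney injury, with a list median of 0.52 (highest other array 0.07), and in extracellular matrix, with 0.62 (0.15). Its log2 value was above their mean by 2.28 for Spp1 (highest other array 0.35), 1.91 for Clu (0.13), 1.88 for Havcr1 (0.18) and 1.48 for Lcn2 (0.25), and 21 genes differed by over 1 on the log2 scale. A smaller share of proximal tubule in the sample stays open: its markers had a median of -0.37, the lowest of all arrays (-0.14 on the next), while those of other nephron segments were not raised, the lowest being the distal convoluted tubule with -0.148, inside the range of the other arrays (-0.17 to 0.20). RNA quality or handling stress stays open too, as the median of the stress list was 0.199, between the bounds set for it. Injury or cystic disease in the pooled rats, which no label gives, may be a reason: the leukocyte markers had a median of 0.279 on this array, the highest of all arrays (0.083 on the next).

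Of 100 splits of the arrays within groups, the real one included, 35 called as many lists of genes as the 8 of the real one, and the highest other called 13, so chance is not excluded for the number of lists. With the genes of Table 1 left out of the lists, 5 were called.

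On male Mhm*BN array 25 the clock-controlled genes had a median of 0.49 above the other arrays of its group (highest other array 0.21). Among them Usp2 was at 0.99 (highest other array 0.27) and Tef at 0.64 (0.23), while Nr1d1 was at 0.86 with another array at 0.90. The clock genes of the opposite phase had a median of -0.17, and another array had -0.18. The 5th percentile of its intensity was 193.5.

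Of 26 genes of sex steroid metabolism and receptors, 5 were higher and 2 lower in males averaged over the groups (6 and 3 adjusted over the list alone; median -0.01, mean 0.07, camera adjusted p = 0.164). The higher ones were Hsd17b4, with a log2 fold change of 0.53 (adjusted p = 3.38e-07), Hsd11b1 with 0.77, the estrogen receptor Esr1 with 0.32 (adjusted p = 4.76e-05), Ghr and Prlr. Among these, Hsd11b1 acts on glucocorticoid, and Ghr and Prlr are the receptors of growth hormone and prolactin, so they are not sex steroid genes. The lower ones were Hsd17b10 with -0.41 (adjusted p = 0.000572) and Hsd17b2 with -0.25. Hsd17b10 was at -0.69 in US and -0.63 in Mhm rats, but at 0.09 in Mhm*BN rats, where it was not called (adjusted p = 0.828). It was not among the genes called in the test of the interaction. Of the Y-linked genes only Sry was measured and it was not called, and neither were the 2 measured genes of the major urinary proteins. None of the 21 genes of kidney injury was called in limma (1 at an unadjusted p under 0.05), with a median of -0.08, and -0.03 without array 46. Without arrays 25 and 46, 1 of them was lower in males and 0 were higher. The list covers injury and cyst disease, but its members Pkd1, Pkd2, Pkhd1 and Anks6 were not measured. The paper's methods report that polycystic kidney disease progressed more strongly in males in each of the rat groups. No label gives the state of disease in the pooled rats, so its part in the differences between males and females was not tested. Of 37 genes of extracellular matrix 2 were higher in males and none lower, Ccn2 with 0.71 (adjusted p = 0.00189) and Tgfbi with 0.24 (adjusted p = 0.0018), and adjusted over the list alone the counts were the same. The median was -0.06, and -0.01 without array 46. Of 16 stress genes none was called (5 at an unadjusted p under 0.05; median -0.01). This depended on arrays 25 and 46, where the list's medians lay highest, 0.169 and 0.199 from the other arrays of their group. Without these arrays, 2 stress genes were higher in males and 0 lower.

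The marker lists other than the proximal tubule are given averaged over the groups. The intercalated cells had 1 lower gene of 6, Car2 with -0.33 (adjusted p = 1.04e-05). Their median was -0.08 (camera, adjusted p = 0.0364, lost at adjusted p = 0.294 with an estimated correlation). The thick ascending limb, the principal cells and the red blood cells had no called gene of 7, 10 and 4 (0, 1 and 0 at an unadjusted p under 0.05). Without arrays 25 and 46, 1 principal cell gene was lower in males. Within Mhm*BN rats the red blood cell gene Alas2 was called, at 0.43 (adjusted p = 0.0303), but not without arrays 25 and 46. In the distal convoluted tubule S100g was higher in males, at 0.24 (adjusted p = 0.000237), as 1 of 7 genes. Plce1 was lower in males as 1 of 8 podocyte markers, Vwf as 1 of 13 endothelial markers, RT1-Da as 1 of 23 leukocyte markers (2 adjusted over the list alone), Plin1 as 1 of 7 adipocyte markers and Akr1b7 as 1 of 6 adrenal cortex markers. The adjusted p of these lists from camera was 0.0553 to 0.872.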
